A study of Notophthalmus viridescens with 12 samples. Its data were reported in "Macrophages modulate fibrosis during newt lens regeneration" (2024).

How the data were processed

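Dorsal irises of adult wild-caught eastern newts (Notophthalmus viridescens) were profiled by bulk RNA sequencing. The dorsal iris is the tissue from which this animal regrows a lens after lentectomy, the surgical removal of the lens. Per the labels, 4 groups of 3 libraries each were made: intact eyes, 6 h post-lentectomy (hpl), 1 day post-lentectomy (dpl) and 4 dpl. Every library came from a pool of irises of both eyes of 3 or 4 animals. Per the labels, 108 ng of total RNA entered each library, abundant transcripts were depleted enzymatically for 4 h, and 13 PCR cycles were used. The 12 libraries were assigned to groups by the time point in the labels, and no sequencing batch or date was given there.

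The authors trimmed the reads with Trim Galore and removed ribosomal reads by Bowtie2 alignment to the Silva database. No genome was used. Reads of each condition were assembled separately with Trinity, and the assemblies were merged with the runMeta tool of the DRAP pipeline. The authors then estimated the abundance of each assembled transcript with Salmon, with corrections for sequence and GC bias, and averaged the values over Salmon's inferential replicates. Tool versions were not given in the sources used here. The authors tested differences with Swish from the Fishpond package, which needs the inferential replicates. These were not used here, so a test on the averaged values took its place.

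The deposited values were treated as a normalised abundance signal per transcript. The authors described them as TPM, a unit in which the values of a library have a fixed sum, but the values of each library summed to between 27737613 and 40770545, and not to the 1000000 that TPM gives. The comparisons had been laid out before the data were examined on the assumption of TPM, so the unit differed from the one assumed. The same log-scale test applied to the unit found. Median ratios of the libraries to their geometric mean lay between 1.02 and 1.04, so the libraries had already been brought to a common median, but how this was done was not given in the sources used here. Such a scaling fixes the median transcript, and a shift shared by most transcripts would not be seen. The values keep no read depth. The study states a single approximate sequencing depth for all samples, but the reads behind each library and each value cannot be recovered from the table, so no intervals were computed from counts. No value lay between 0 and 0.1, and a value listed at 0 may be a failed estimate and was not read as absence.

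The table held 856451 assembled transcripts in 12 libraries, 5 of them listed at 0 in every library, and no 2 libraries held identical values. Transcripts were known only by an ID. The table did not pair IDs with gene names, and 0 IDs could be matched to a name. A list of 51 genes set out beforehand and tests of gene categories were therefore not run. Different IDs can be isoforms or fragments of 1 gene, and reads can be shared among them, so counts of transcripts are not counts of genes.

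Values were transformed as log2(value + 1) in R 4.3.3 with the data.table package (version 1.17.8). Transcripts at 1 or more in at least 3 of the 12 libraries were tested, which kept 855254 and left out 1197. A model of group means was fitted to all 12 libraries with limma 3.58.1 (empirical Bayes with a variance trend), so that the 4 groups shared 1 estimate of spread per transcript. The comparisons were 6 hpl, 1 dpl and 4 dpl against intact, 1 dpl against 6 hpl and 4 dpl against 1 dpl, each two-sided. A moderated F test asked whether a transcript differed among the 4 groups. The threshold was a Benjamini-Hochberg adjusted p of 0.05 over all transcripts tested, and transcripts past it are referred to as called. Differences are on the log2(value + 1) scale, which understates the change of transcripts of low abundance. Transcripts with a mean of 100 or more over the 12 libraries are referred to as abundant, a class defined after the data were seen. As 9 of the 12 libraries were made after lentectomy, this class takes in transcripts that rose after it more readily than those that fell, so shares of higher calls were also computed in a class chosen by the mean of the 2 group means compared. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1, so single transcripts were tested only within the model across transcripts.

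Because the table gave no names, the rule fixed beforehand allowed 4 transcripts to be named. These were the 2 with the largest and the 2 with the smallest log2 difference between 4 dpl and intact, among called transcripts with a mean of 5 or more whose 3 and 3 values did not overlap. Comparisons that share the intact libraries are correlated by chance, so 10 simulations of unchanged groups against the intact libraries gave the level to set beside each correlation of log2 differences.

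The test was tested on simulated data before use. In a simulation of 4 dpl against intact with all 855254 transcripts, 200 transcripts were changed. Of 50 changed by 1 log2 unit 0 were called, of 50 changed by 2 log2 units 3, of 50 changed by 4 log2 units 46, and of 50 changed by 6 log2 units 50, with 17 false calls. The false calls were 14.7% of 116, above the nominal 5%. The simulation was repeated after the data were seen, with 10 draws each. With 200 changed transcripts the false share averaged 11.9% and ranged from 4.81% to 21.8%. With 50000 changed transcripts, nearer the number called at 4 dpl against intact, it averaged 4.76%, and 8.11%, 60.9%, 99.7% and 100% of changes by 1, 2, 4 and 6 log2 units were called. The false share can thus exceed the nominal level where few transcripts differ. The simulated spread was normal, which the real values need not follow. It was also equal in the 4 groups, whereas the real median SD ran from 0.46 log2 units at 6 hpl to 0.61 at 1 dpl. The false share under unequal spread was not tested.

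Alternatives fixed beforehand were pseudocounts of 0.1 and 0.01, other filters on low values, scaling by medians of ratios, quantile normalisation, a replicate block, a variance model without a trend, library weights, fits of only the 2 groups compared, a rank-sum test with permutation q-values and the omission of each library in turn. Added after the data were seen were scaling to equal totals, scaling on abundant transcripts, scaling on transcripts with a mean of 100 or more when intact and later libraries were weighted equally (balanced scaling), scaling to 1000000 per library and a filter at a mean of 100 or more. Plots were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.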

Results

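Transcript abundance was measured in 12 libraries of newt dorsal iris, 3 each from intact eyes and from eyes at 6 hpl, 1 dpl and 4 dpl. Values are a normalised abundance per assembled transcript, from which the read depth of a library cannot be recovered. The study states only an approximate sequencing depth common to all samples. The sum of values per library ranged from 27737613 in 1 dpl replicate 2 to 40770545 in 4 dpl replicate 3. Between 804071 and 836190 of the 856451 transcripts reached a value of 1, and between 10488 and 35104 were listed at 0. The median value lay between 7.94 and 8.54. The 10 highest transcripts took between 5.37% and 10.8% of the sum, and the 100 highest between 13.6% and 25.3%.

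Replicates were compared first, to set the differences between time points against the spread within them. Across the 855254 transcripts tested, Pearson's r of log2 values averaged 0.791 ± 0.0337 (SD over 12 pairs) within groups and ranged from 0.742 to 0.841. Between groups it averaged 0.701 ± 0.0423 (SD over 54 pairs) and ranged from 0.586 to 0.777, so the ranges overlapped. These correlations run across transcripts, which are not independent replicates. Among the 35253 abundant transcripts the means were 0.855 within and 0.696 between groups. Over all transcripts tested, mean r within a group was highest at 6 hpl (0.836) and lowest at 1 dpl (0.760), whereas among abundant transcripts it was highest at 4 dpl (0.907) and lowest at 1 dpl (0.800). The alternative that moved these values most, a pseudocount of 0.1, gave 0.719 within and 0.606 between groups. Over all transcripts tested, the median SD between replicates was 0.55 log2 units in intact iris, 0.46 at 6 hpl, 0.61 at 1 dpl and 0.55 at 4 dpl.

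The first principal component held 21.7% of the variance and the second 15.6%. Scores on the first ran from -637 to -397 in intact libraries, from -137 to -63.9 at 6 hpl, from 111 to 221 at 1 dpl and from 379 to 529 at 4 dpl, without overlap between groups. Among abundant transcripts the first component held 38.3%, and there 1 dpl replicate 2, at -10.2, fell within the range of 6 hpl, from -59.6 to -9.58.

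**Figure D1:**
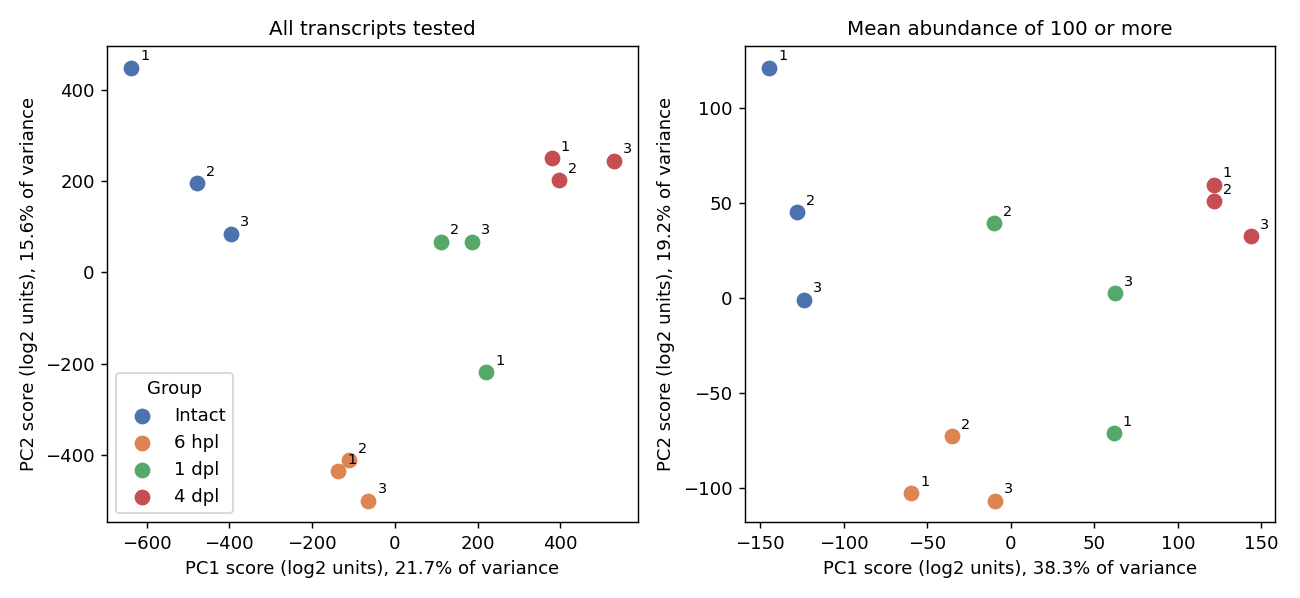
Scores of the 12 libraries on the first 2 principal components of log2(value + 1), for all transcripts tested (left) and abundant transcripts (right), with each point a library, its color the group and its digit the replicate. Groups followed the order of time along the first component on the left, from -637 to 529, and 1 dpl replicate 1 lay apart from the other 1 dpl libraries on the second.

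The first comparison asked which transcripts had changed by 6 hpl, early after injury. By limma with Benjamini-Hochberg adjustment, 23766 of 855254 transcripts (2.78%) were called against intact iris, 17634 higher and 6132 lower (74.2% higher). The median absolute log2 difference of the calls was 2.51, and 132057 transcripts had an unadjusted p under 0.05. The 3 and 3 values did not overlap in 23.0% of the transcripts, where chance gives 10%. The share of higher calls depended on the scaling: it was 60.1% with scaling on abundant transcripts, which gave 20645 calls, and 64.2% with balanced scaling, which weights intact and later libraries equally in choosing abundant transcripts, against 74.2% as deposited. The count moved most, apart from a rank-sum test that cannot reach the threshold in this design, when only abundant transcripts were tested, to 1952 of 35253. With all transcripts kept and a pseudocount of 0.01 it was 10707. It also fell by more than 1.5 times without any of 5 libraries, to 12992 without intact replicate 1, 14962 without intact replicate 2, 11791 without 6 hpl replicate 1, 11971 without 6 hpl replicate 2 and 10122 without 6 hpl replicate 3.

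At 1 dpl, 30538 transcripts (3.57%) were called against intact, 16608 higher and 13930 lower (54.4% higher), with a median absolute log2 difference of 2.50. An unadjusted p under 0.05 was found for 138120. The values did not overlap in 19.1% of the transcripts, against 10% by chance. The majority changed sides with the scaling, as 41.9% of 32027 calls were higher with scaling on abundant transcripts. When each library was scaled to a sum of 1000000, 66.6% of 12219 calls were higher, with 119287 transcripts left by the filter. Scaling to equal totals has the same relative factors and gave 55.2% of 30959. These settings differ only in the size of the values against the pseudocount and the filter. The 66.6% is therefore not an effect of the relative scaling. Without 1 dpl replicate 1 the majority changed sides as well, with 47.0% of 20893 calls higher. The count was 18739 without intact replicate 2 and 17792 without 1 dpl replicate 3.

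At 4 dpl, 53471 transcripts (6.25%) were called against intact, 33197 higher and 20274 lower (62.1% higher). Their median absolute log2 difference was 2.31, and 53456 differed by 1 log2 unit or more. An unadjusted p under 0.05 was found for 179267. The values did not overlap in 25.0%, against 10% by chance. Here too the majority changed sides with the scaling: higher calls made up 46.0% of 52643 with balanced scaling and 39.3% of 55944 with scaling on abundant transcripts. With scaling to equal totals the split was nearly even, at 50.1% of 50423. Whether more transcripts rose than fell was therefore not settled at 1 dpl or 4 dpl. The count was 32304 without intact replicate 2 and 30392 without 4 dpl replicate 3.

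**Figure D2:**
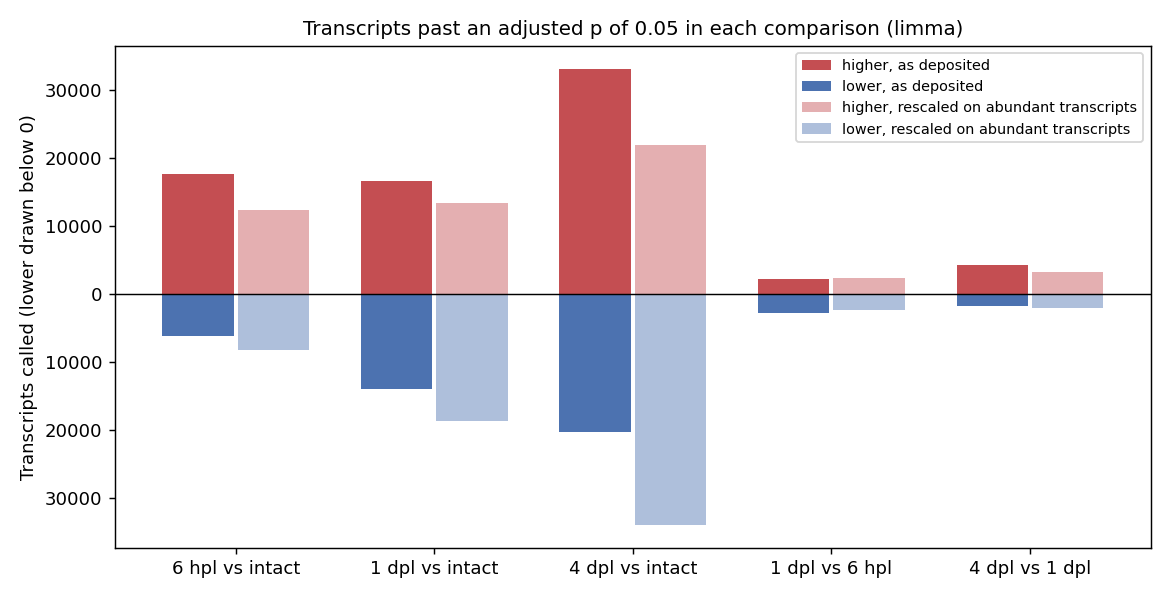
Number of transcripts past an adjusted p of 0.05 in each comparison (limma, 3 libraries per group), higher ones drawn above 0 and lower ones below, with full colors for values as deposited and pale colors for scaling on abundant transcripts. At 4 dpl against intact, 33197 were higher and 20274 lower as deposited, and 21995 higher and 33949 lower after that scaling.

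Abundant transcripts were called more often. Of 35253, limma called 2168 (6.15%) at 6 hpl, 3563 (10.1%) at 1 dpl and 7830 (22.2%) at 4 dpl against intact, and the shares of these that were higher were 83.7%, 77.7% and 81.8%. The counts moved by more than 1.5 times without 3 libraries, at 6 hpl to 1445 without intact replicate 1 and 1246 without 6 hpl replicate 3, and at 4 dpl to 4796 without 4 dpl replicate 3. Without a variance trend they fell to 1330, 2201 and 4640, while the counts over all transcripts were 23196, 29344 and 48065, so the distance between the classes was smaller in that fit. A pseudocount of 0.01 gave 1397 at 6 hpl. With scaling on abundant transcripts, and the class chosen again on the scaled values, the shares were 73.3%, 66.0% and 63.7%. For the class as deposited they were 78.4%, 77.6% and 74.0% when each library was scaled to a sum of 1000000. The class itself favors transcripts that rose, since 9 of the 12 libraries behind its mean were made after lentectomy. In a class chosen by the mean of the 2 groups compared, the shares as deposited were 76.2% of 2221 calls at 6 hpl, 69.4% of 3332 at 1 dpl and 80.8% of 8137 at 4 dpl, against 74.2%, 54.4% and 62.1% of all calls. At 6 hpl the difference from all calls thus nearly disappeared.

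Calls of the 3 comparisons against intact overlapped. Of the calls at 6 hpl and 1 dpl, 9887 were shared in the same direction and 5 in opposite directions. For 6 hpl and 4 dpl these numbers were 8554 and 50, and for 1 dpl and 4 dpl 17969 and 27. Simulated unchanged groups against the intact libraries shared 0, 0 and 0.1 calls on average, but unchanged groups give hardly any calls to share, so these values are no chance level for the overlap of calls. Log2 differences correlated across transcripts with r of 0.62 for 6 hpl and 1 dpl, 0.52 for 6 hpl and 4 dpl and 0.68 for 1 dpl and 4 dpl, where the shared intact libraries alone gave 0.50 in simulation. The value for 6 hpl and 4 dpl thus lay little above that level. The simulated groups held no true changes, so 0.50 is not the level for unrelated true changes. The distance from it therefore does not measure how far the responses were shared.

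Successive time points after lentectomy had fewer calls. Between 1 dpl and 6 hpl, 5018 transcripts were called by limma, 2247 higher and 2771 lower at 1 dpl (44.8% higher), with a median absolute log2 difference of 2.57 and 111876 at an unadjusted p under 0.05. The split was 61.9% higher with scaling to equal totals. It also depended on single libraries, with 26.7% higher without 1 dpl replicate 1 (1655 higher and 4544 lower), 53.6% without 1 dpl replicate 2 and 60.3%, 50.1% and 58.2% without 6 hpl replicates 1, 2 and 3, so its direction was not settled either. The count was 249 when only these 2 groups were fitted. It was 1147, 1434 and 1360 without 6 hpl replicates 1, 2 and 3, and 1598 without 1 dpl replicate 3. Between 4 dpl and 1 dpl, 6153 were called, 4354 higher and 1799 lower at 4 dpl (70.8% higher), with a median absolute log2 difference of 2.92 and 103184 at an unadjusted p under 0.05. The share of higher calls was 57.0% with scaling to equal totals. The count was 2740, 2468 and 2408 without 4 dpl replicates 1, 2 and 3, and 3935 without 1 dpl replicate 2. Values did not overlap in 18.7% and 15.1% of transcripts in these 2 comparisons, against 10% by chance. By this measure 1 dpl against 6 hpl was close to 1 dpl against intact, at 19.1%, although it had far fewer calls.

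Over the time course, the moderated F test called 65274 transcripts (7.63%), of which 10095 were called in none of the comparisons against intact, and 203652 had an unadjusted p under 0.05. The alternative that moved this count most was the restriction to abundant transcripts, with 8934 calls of only 35253 tested. In the main fit 7757 of these were called, so the lower count came from testing fewer transcripts. With all transcripts kept and a pseudocount of 0.01 it was 28277. Of the 65274, 15461 (23.7%) had their highest mean in intact iris, 18824 (28.8%) at 6 hpl, 7450 (11.4%) at 1 dpl and 23539 (36.1%) at 4 dpl. Over all transcripts tested these shares were 27.9%, 25.9%, 20.1% and 26.1%. The order depended on the scaling: on abundant transcripts, 22704 peaked in intact iris and 16763 at 4 dpl. The peak at 1 dpl was the rarest under both. Without intact replicate 2 the count for intact was 8614, without 6 hpl replicates 1 and 3 that for 6 hpl was 10237 and 11239, and without 4 dpl replicate 3 that for 4 dpl was 15618.

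Counts and directions were related to the transcript ID. In all 3 libraries of a group, transcripts whose ID began with certain digits had a higher median than in any of the 9 other libraries: digits 1 and 2 in intact iris, 3 and 4 at 6 hpl, 5 and 6 at 1 dpl, and 7 and 8 at 4 dpl. Among calls at 4 dpl against intact, 93.8% of those with digits 7 or 8 were higher, 17.1% of those with digits 1 or 2, and 71.4% of those with digits 3 to 6. A small class of 6278 IDs began with 9 and was not highest in all libraries of any 1 group, yet 91.2% of its 727 calls were higher at 4 dpl, and the F test called 10.9% of it, a larger share than of any other digit. Among F test calls that peaked in a group, the group's own digits made up 70.6% for intact, 67.9% for 6 hpl, 60.6% for 1 dpl and 54.1% for 4 dpl, against 25.6%, 30.7%, 22.8% and 21.0% of all transcripts tested, with digit 9 left out of both. The numbers of calls and their directions thus cannot be read apart from which IDs the table holds.

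**Figure D3:**
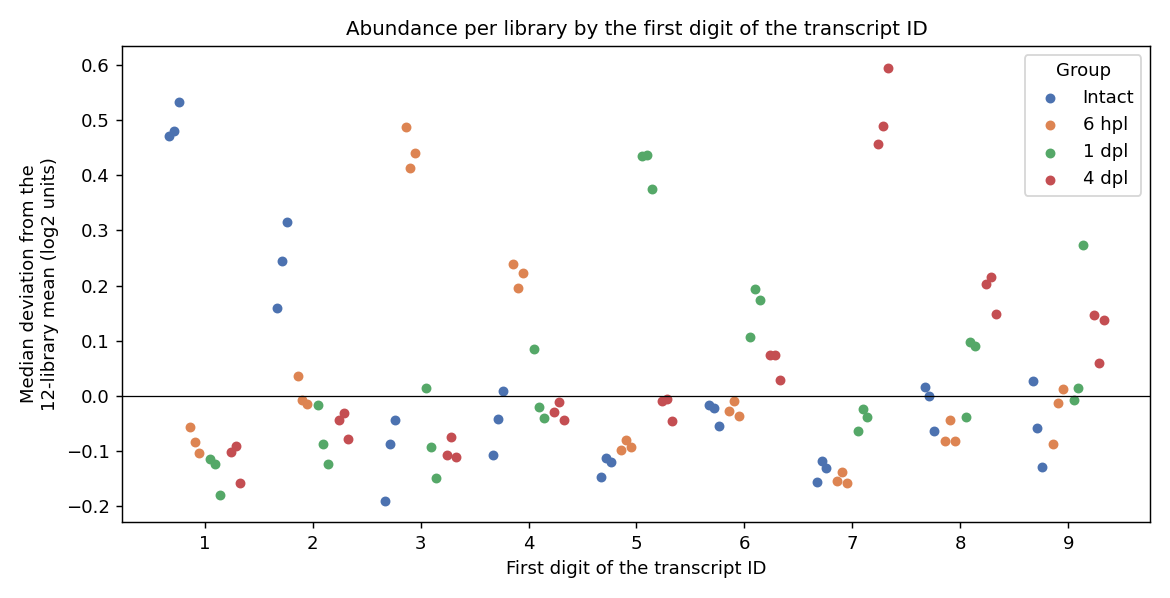
Median deviation of log2(value + 1) from the 12-library mean, by the first digit of the transcript ID, with each point a library and its color the group. For each of the digits 1 to 8 the 3 libraries of 1 group lay above the 9 others, as in the intact libraries for digit 1, at 0.47 to 0.53.

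The rule for naming was met by 4 transcripts, from 17002 lower and 30392 higher ones that were eligible at 4 dpl against intact. Transcript 3_19046530 averaged 1064 ± 280 (SD, n = 3) in intact iris, 323 ± 248 at 6 hpl and 21.5 ± 16.6 at 1 dpl, and was at 1.35, 1.93 and 0 in the 4 dpl libraries. Its log2 difference at 4 dpl was -9.09 (SE 0.70, limma adjusted p 3.119e-07). At 6 hpl the difference of -2.16 was not past the threshold (limma adjusted p 0.1094). Transcript 1_3536616 was at 3267, 251 and 198 in the intact libraries, so that intact replicate 1 decided the mean, and averaged 41.5 ± 30.4 at 6 hpl. Values were 4.17, 3.25 and 0 at 1 dpl and 0, 0 and 0.687 at 4 dpl. Its log2 difference at 4 dpl was -8.85 (SE 0.82, limma adjusted p 2.557e-06), and -7.56 without intact replicate 1.

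Transcript 4_29518536 was at 2.17, 0 and 1.47 in intact libraries and averaged 196 ± 29.6 (SD, n = 3) at 6 hpl, 2654 ± 1035 at 1 dpl and 14792 ± 6909 at 4 dpl. Its log2 difference at 4 dpl was 12.76 (SE 0.43, limma adjusted p 3.262e-12), and it also differed between 4 dpl and 1 dpl by 2.47 (limma adjusted p 0.008214). Transcript 8_65017186 averaged 2.63 ± 1.61 in intact iris, 153 ± 69.4 at 6 hpl, 437 ± 99.0 at 1 dpl and 18036 ± 4230 at 4 dpl. Its log2 difference at 4 dpl was 12.34 (SE 0.37, limma adjusted p 7.103e-13). Between 1 dpl and 6 hpl the difference of 1.57 was not past the threshold (limma adjusted p 0.05857). The first digits of 3_19046530 and 4_29518536 were those higher at 6 hpl, that of 1_3536616 was higher in intact iris and that of 8_65017186 at 4 dpl. Among calls at 4 dpl against intact, 1031 of 8602 IDs with digit 1 were higher, and 62.4% with digit 3, 65.2% with digit 4 and 88.8% with digit 8. The direction at 4 dpl was therefore that of most called IDs with the same digit for 1_3536616, 4_29518536 and 8_65017186, and against it for 3_19046530.

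**Figure D4:**
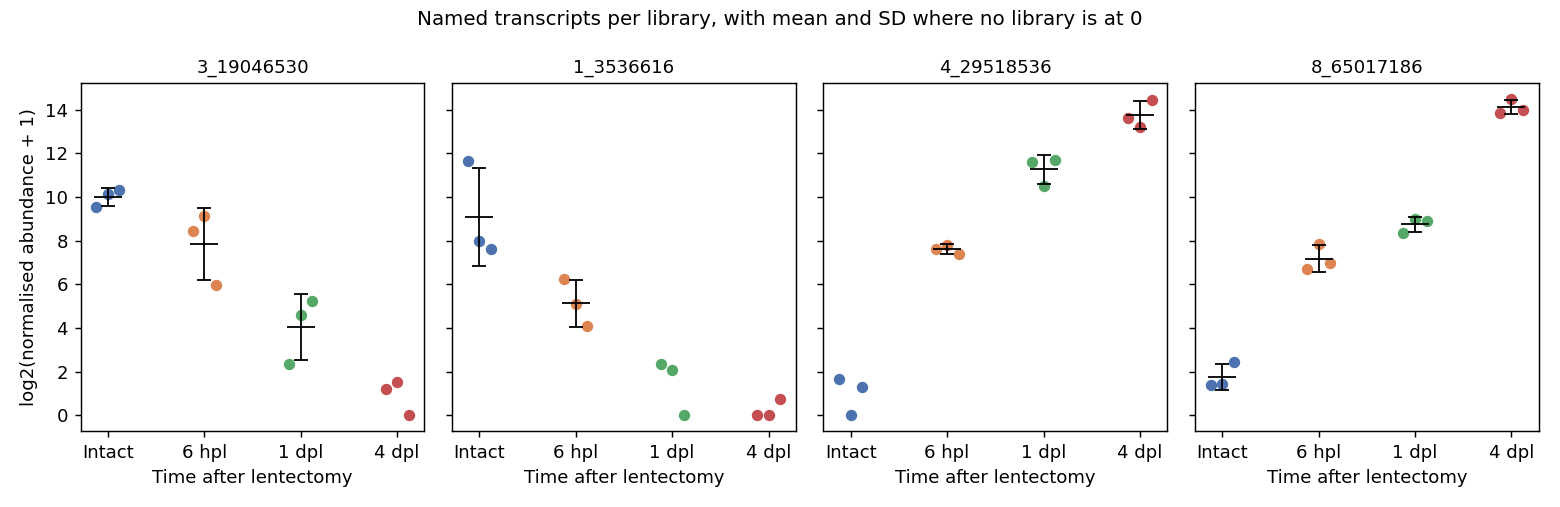
Abundance of the 4 named transcripts as log2(value + 1) in each library, by group, with black bars for the mean and SD of 3 libraries in groups where no library was listed at 0. The 3 values at 4 dpl lay apart from the 3 intact values in each panel, as the rule for naming required. Log2 differences were -9.09, -8.85, 12.76 and 12.34 from left to right.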

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

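The scalings to equal totals, on abundant transcripts, on the balanced class and to 1000000 per library and the filter at a mean of 100 or more were chosen only after the data were seen. The direction and the significance of the 4 named transcripts at 4 dpl against intact held under all 28 alternatives computed for them, with log2 differences from -11.77 to -4.97 for 3_19046530, -13.70 to -4.17 for 1_3536616, 8.46 to 15.40 for 4_29518536 and 8.76 to 12.87 for 8_65017186, and adjusted p of at most 0.001544, 0.004417, 0.0001581 and 1.211e-07. The 4 transcripts were chosen from the same data for their extreme differences, which favored this outcome, so it says little about other transcripts. Counts of calls were less stable. In the order 6 hpl, 1 dpl and 4 dpl against intact, 1 dpl against 6 hpl and 4 dpl against 1 dpl, 18, 22, 23, 19 and 18 of 29 alternatives, the rank-sum test and each omitted library among them, stayed within 1.5 times the main count, and 23 of 27 for the F test.

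A pseudocount of 0.1 gave 13771 calls at 6 hpl against intact, 1770 at 1 dpl against 6 hpl, 2722 at 4 dpl against 1 dpl and 38947 by the F test, with peaks in intact, 6 hpl, 1 dpl and 4 dpl of 8499, 11196, 4472 and 14780, and mean correlations of 0.719 within and 0.606 between groups. A pseudocount of 0.01 gave 10707, 15823, 30006, 1410 and 1854 in the 5 comparisons, 28277 by the F test and peaks of 5876, 8181, 3209 and 11011. Without a variance trend 1 dpl against 6 hpl had 2672 calls. Library weights gave 43343 at 6 hpl against intact and 3584 at 4 dpl against 1 dpl. With only the 2 groups compared in the fit there were 18841 calls at 1 dpl against intact, 249 at 1 dpl against 6 hpl and 2038 at 4 dpl against 1 dpl. The cause was not tested for any of these. A detection limit of 0.1 or 5 in place of 1 gave 832619 or 607206 transcripts detected per library on average, by construction.

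Scaled to 1000000 per library, the same filter left 119287 transcripts, with 7577, 12219 and 23049 calls against intact, 4009 at 4 dpl against 1 dpl, 24775 by the F test and peaks of 5244, 6215, 3426 and 9890. Testing the 35253 abundant transcripts alone gave 1952, 4187, 10476, 965 and 1720 calls, 8934 by the F test and peaks of 1018, 2099, 739 and 5078. Fewer transcripts were tested in both. The rank-sum test with permutation q-values gave 0 calls in each of the 5 comparisons and 0 at an unadjusted p under 0.05. With 3 libraries against 3 its smallest p was 0.0989, so it cannot reach the threshold and says nothing about stability, whereas limma gave 5018 to 53471 calls.

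Leaving out each library in turn gave 10122 to 25164 calls at 6 hpl against intact, lowest without 6 hpl replicate 3, and more than 1.5 times under the main count also without 6 hpl replicates 1 (11791) and 2 (11971) and intact replicates 1 (12992) and 2 (14962). For 1 dpl against intact the range was 17792, without 1 dpl replicate 3, to 30766, with 18739 without intact replicate 2. For 4 dpl against intact it was 30392, without 4 dpl replicate 3, to 58971, with 32304 without intact replicate 2. For 1 dpl against 6 hpl it was 1147, without 6 hpl replicate 1, to 6199, with 1434 and 1360 without 6 hpl replicates 2 and 3 and 1598 without 1 dpl replicate 3. For 4 dpl against 1 dpl it was 2408, without 4 dpl replicate 3, to 7015, with 2740 and 2468 without 4 dpl replicates 1 and 2 and 3935 without 1 dpl replicate 2. Peaks ranged from 8614 (without intact replicate 2) to 15979 in intact iris, 10237 (without 6 hpl replicate 1) to 20985 at 6 hpl, with 11239 without 6 hpl replicate 3, and 15618 (without 4 dpl replicate 3) to 24895 at 4 dpl. Most of these fits had fewer samples in a group compared.

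The share of higher calls moved with the scaling, as given in the report. Scaling to equal totals moved the median of all log2 differences to -0.15 at 6 hpl and -0.19 at 4 dpl against intact, 0.10 at 1 dpl against 6 hpl and -0.16 at 4 dpl against 1 dpl. Scaling on abundant transcripts moved it to -0.20, -0.17 and -0.30 at 6 hpl, 1 dpl and 4 dpl against intact and -0.12 at 4 dpl against 1 dpl, and balanced scaling to -0.16, -0.12 and -0.23 against intact. Calls in those fits are relative to these shifts. Scaling to 1000000 moved the median to -0.10 at 4 dpl against 1 dpl. It gave 66.6% higher calls at 1 dpl against intact, against 54.4% as deposited and 55.2% with scaling to equal totals.

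Replicate numbers did not pair the samples. Over all transcripts tested, deviations of libraries with the same number correlated between -0.19 and 0.05 over 18 pairs, and those with other numbers between -0.10 and 0.22. Among abundant transcripts these ranges were -0.38 to 0.14 and -0.28 to 0.40. With the replicate number as a block the 5 comparisons gave 22396, 29374, 52015, 4418 and 5859 calls and the F test 62227, all within 1.5 times the main count. The gene list, the gene categories and the sum over transcripts with 1 name were not run because the table does not pair IDs with names. The reads behind each library cannot be recovered from the values, so no limit set by depth was computed.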

Other observations

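The tests of the size of the excess by abundance, of a single library behind that excess, of a wrong label and of the odd library behind wide ranges in each group were chosen only after the result was seen, as were the class of the 2 groups compared, scaling on abundant transcripts and balanced scaling.

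Each of the 5 comparisons was repeated on the 10 ways to split its 6 libraries into groups of 3. The real split was in each case the 1 split with as many calls, and the largest count of another split was 24 for 6 hpl against intact, 37 for 1 dpl against intact, 1 for 4 dpl against intact, 12 for 1 dpl against 6 hpl and 8 for 4 dpl against 1 dpl. With 10 splits the share cannot fall under 0.1, so chance could not be excluded this way. For the F test over the time course, 1 of 50 splits of the 12 libraries, the real one, gave as many calls, and the next gave 6322 against 65274. Within this table the real grouping thus stood out. However, the reads of each condition were assembled separately, and the splits did not repeat the assembly. The table may thus favor the real grouping, so chance could not be excluded this way either.

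Transcripts whose ID began with 1 to 8 were highest in 1 time point each, in pairs of digits that followed the order of time. A single library did not carry this, since for 8 of 8 digits all 3 libraries of the group lay above the 9 others. A candidate explanation is technical. The reads of each condition were assembled separately, and a transcript may enter the merged set because its reads were frequent in that condition. The excess then should be largest where few reads decide whether a transcript is assembled. The mean excess was 0.61 log2 units for transcripts with a mean under 10, 0.39 from 10 to 50, 0.23 from 50 to 100, 0.20 from 100 to 1000 and 0.14 at 1000 or more, as that explanation needs. What the digits stand for was not given in the sources used here. The excess did not vanish among the most abundant transcripts, and true differences between time points would also favor assembly in the condition where a transcript was high, which stays open and untested.

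The same origin may set the direction of many calls. At 4 dpl against intact the shares of higher calls of IDs with digits 7 or 8 and with digits 1 or 2 differed by 76.8 percentage points. Among abundant transcripts the shares were 91.2% and 63.9%, so the gap was smaller there. IDs beginning with 9, which were not highest in all libraries of any 1 time point, were also called mostly higher at 4 dpl, in 91.2% of 727. Their origin is not known, so whether it bears on their direction stays open. A transcriptome assembled from all conditions together would separate this from a change in the tissue, and it was not analysed here.

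Among abundant transcripts a larger share of calls was higher after lentectomy than among all transcripts tested. Part of this was built in, because a mean over 9 libraries made after lentectomy and 3 intact ones admits transcripts that rose more readily. In a class chosen by the mean of the 2 groups compared, 80.8% of calls at 4 dpl against intact were still higher, against 81.8%. At 6 hpl and 1 dpl the shares fell further, from 83.7% to 76.2% and from 77.7% to 69.4%. Scaling set by rare transcripts, which hold the median, was tested next. With scaling on abundant transcripts 63.7% of abundant calls at 4 dpl were higher. With balanced scaling and the class of the 2 groups compared the share was 68.9%, and with scaling on abundant transcripts and that class 62.0%. These lay outside the range of 45 to 55% set beforehand. That range cannot decide on an excess over all calls, because scaling moved the share of all calls too. Of all calls at 4 dpl, 46.0% were higher with balanced scaling and 39.3% with scaling on abundant transcripts, against 62.1% as deposited. Scaling thus lowered both shares, and the class stayed above all calls. At 4 dpl neither selection nor scaling, alone or together, accounted for the whole excess over all calls under these settings. With scaling on abundant transcripts and that class, 57.5% of calls at 1 dpl were higher, close to that range but above the 41.9% of all calls. As deposited these shares were 69.4% and 54.4%, so scaling did not remove the excess there either. At 6 hpl the class and all calls lay closer, at 65.1% and 60.1% with that scaling and 76.2% and 74.2% as deposited. Assembly origin and a change in the tissue after injury stay open for what remains.

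Replicate 1 of 1 dpl resembled 6 hpl more than its own group, with a mean r of 0.772 against 0.757. A 6 hpl sample labelled 1 dpl by mistake would correlate with 4 dpl as the 6 hpl libraries do. Its lowest correlation with a 4 dpl library was 0.739, above the highest of any 6 hpl library, 0.709, which argues against that. Whether the library lagged behind its group stays open. Over all transcripts it lay farthest of the 1 dpl libraries along the first principal component, at 221 against 111 and 187, but on the second it lay towards 6 hpl, at -219 against 67.8 in both others. Among abundant transcripts it lay at 61.7 on the first component, level with replicate 3 at 62.4. On the second it again lay towards 6 hpl, at -71.1 against 39.8 and 2.79 in replicates 2 and 3. The 6 hpl libraries ran from -106.5 to -72.5 there. What set it apart was not settled, and no biological explanation was tested.

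The spread between replicates was widest at 1 dpl, and 1 odd library there was tested as the cause. If so, leaving it out should raise the calls at 4 dpl against 1 dpl, and the highest count with a 1 dpl library left out was 4484, under the 6153 with all. By the reading fixed beforehand this argues against 1 odd library. That reading was set aside after the value was seen, for 2 reasons. A smaller group lowers the count by itself, and without 1 dpl replicate 1 the calls at 1 dpl against 6 hpl rose from 5018 to 6199. Which library would be the odd one also depended on the measure. Replicate 1 lay apart on the second principal component, whereas among abundant transcripts replicate 2 lay apart on the first, at -10.2 against 61.7 and 62.4, and its median deviation at a mean of 1000 or more was -0.49 against 0.13 and 0.23. Calls among abundant transcripts went both ways. Without replicate 2 they rose from 3563 to 4755 at 1 dpl and from 7830 to 9610 at 4 dpl against intact, but fell from 1203 to 933 at 4 dpl against 1 dpl. Without replicate 1 they rose to 8476 at 4 dpl against intact and from 831 to 1047 at 1 dpl against 6 hpl, but fell to 2758 at 1 dpl against intact and to 945 at 4 dpl against 1 dpl. With 3 libraries, 1 odd library and a wide spread among animals at 1 dpl cannot be told apart.

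Some abundant transcripts varied widely between replicates. Of 35253, 621 (1.76%) ranged over more than 32-fold within a group, and 191 of these were called by the F test. For example 7_56053696, chosen after its values were seen, was at 5714, 3.73 and 4.93 in the 6 hpl libraries. Within the other groups its libraries agreed better, between 8000 and 20158 in intact iris, at 6.13, 5.59 and 1.80 at 1 dpl and between 33262 and 51102 at 4 dpl, so it also differed by time point. Each transcript was assigned to the group where its range was widest. A failed or contaminated library would be the odd one in most transcripts of its group, whereas 3 like libraries would share them evenly. At 6 hpl replicate 1 was the odd one in 70.1% of 167, and the higher one in 106 of these 117. In intact iris replicate 1 was the odd one in 56.2% of 146, and the higher one in 20 of these 82. A contaminated or failed library, or a pool of animals unlike the others, may therefore lie behind many of the wide ranges in these 2 groups, and these were not told apart. At 1 dpl no library exceeded 38.5% of 179 and at 4 dpl 36.4% of 129, which argues against a single such library behind most of the wide ranges there. Variants or isoforms that differ between wild-caught animals may give such patterns, as may reads shared among similar transcripts, and neither was tested.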
